A study of Mus musculus with 36 samples. Its data were reported in "Molecular and cytological profiling of biological aging of mouse cochlear inner and outer hair cells" (2022).

How the data were processed

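Gene expression was measured by RNA sequencing in 9 libraries of stria vascularis cells from CBA/J mice, 3 at each of 1, 9 and 26 months, each a pool of about 1000 cells from 4 cochleae of 2 mice of either sex. The labels give the strain as CBA and the study as CBA/J. The stria was dissected from the spiral ligament and dissociated, with trypsin according to the labels and with collagenase and collection of cells by pipette according to the study's methods. RNA was amplified with SMARTer chemistry, made into libraries with Nextera and sequenced on an Illumina HiSeq instrument, and each library has 4 entries in the repository, 1 per run. A notes sheet in the deposited file writes 28 months beside the columns named 26 months, and the labels' age of 26 months is used here.

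The authors mapped paired reads to the mouse genome GRCm38 with CLC Genomics Workbench, whose version is not stated, and deposited RPKM, read counts scaled by transcript length and by the mapped reads of the library, for 48709 genes. All deposited values are multiples of 0.025 RPKM, as the mean of 4 runs rounded to 0.1 gives, so the table holds 1 value per library and none per run. Read counts are not part of the table, so the depth of each library is unknown and the precision it gives could not be computed. The authors also deposited p-values between ages and over the 3 ages, computed on values they call normalized, and log2 fold changes of age means; the text gives these only where it names the deposited table.

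From the RPKM values, log2(RPKM + 0.1) was computed for the 15806 genes with at least 0.1 RPKM in at least 3 libraries. Linear models with 1 mean per age were fitted to all 9 libraries with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with a mean-variance trend. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.10 and an absolute log2 fold change of at least 1 for 26 against 9 months, 9 against 1 month and 26 against 1 month, and by a moderated F-test at an adjusted p of at most 0.10 over the 3 ages. The study's methods name the iDEP tool, whose test for normalized values is limma. Coordinates and gene types come from GENCODE M21, which matched 48349 of the 48709 genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

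Gene lists, 30 in all with 696 memberships that were all found in the table, cover the cell types of the stria and its neighbours, immune and stress responses, metabolism and the genes the study names in aging hair cells. Each was tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists of a comparison at 0.05, and again with an estimated correlation. Of 30 lists, 11 were called for 26 against 9 months, 8 for 9 against 1 month and 14 for 26 against 1 month, and 6, 3 and 1 of these held with the estimated correlation. The genes named in the text are, for each comparison, the 10 called genes with the largest log2 fold change in each direction with a mean of at least 5 RPKM and no overlap between the 6 values, leaving out predicted genes and pseudogenes, up to 4 members of each list with the smallest p and a mean of at least 1 RPKM, and, for 26 against 9 months, the members of the endocochlear potential list with a mean of at least 5 RPKM. Some genes that met this rule are not reported here. Sex-linked genes served as a check only. Ptgds is given as the gene with the highest mean. The tests, thresholds, lists, naming rule and most alternatives were fixed before the data were examined.

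The alternatives were other pseudocounts and filters on low values, quantile normalization, median of ratios scaling, rescaling without the most abundant genes, another adjusted p, no fold threshold, limma without trend, array weights, fits on 2 ages, the letter of the library as a block, a covariate for the Y-linked genes and leaving out each library. Averaging libraries of an age that differed by less than 2% in abundant genes, alone and without the fold threshold, and removing the trend of each library with exon length were added after the data had been seen. The method was tested on simulated data for 26 against 9 months over 15806 genes. It recovered 95% of 100 genes changed by a log2 of 1.5 and 96% of 100 changed by a log2 of 3, with 0.521% false calls, and made 0 calls in the unchanged comparison of 9 with 1 month. The simulated noise was independent between libraries, with the spread found within an age. These rates therefore do not hold for libraries that share a pool or for shifts common to the libraries of an age. Runs could not be used as replicates, since the table holds none, and the raw reads were not used here.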

Results

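RNA sequencing measured gene expression in cells of the stria vascularis from CBA/J mice at 1, 9 and 26 months of age. The stria vascularis is the vascular epithelium in the lateral wall of the cochlea that secretes potassium into the endolymph and generates the endocochlear potential, the voltage that drives hair cell transduction. CBA/J is an inbred strain that keeps good hearing until late in life. Each age had 3 libraries, A, B and C, made from pools of about 1000 cells from 4 cochleae of 2 mice of either sex, and each library was sequenced in 4 runs. The pools held marginal, intermediate and basal cells together. The labels list A, B and C as separate pools, whereas the study's account of library preparation describes fewer biological replicates than that, with technical repeats of each, so whether the libraries of an age are independent is open, and every SD, n and p-value below rests on it. The deposited table gives 1 mean RPKM per library, so the number of reads behind each value is unknown and no interval for counting error is given. Between 14818 and 15315 genes reached 0.1 RPKM in a library.

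Ptgds, which encodes a prostaglandin D synthase, had the highest mean of all genes, with 23784 ± 1327 RPKM at 1 month, 31665 ± 3111 at 9 months and 27333 ± 241 at 26 months (SD, n = 3 libraries here and for every mean below). Genes with a mean of at least 0.1 RPKM numbered 14643 at 1 month, 15094 at 9 months and 15082 at 26 months. Mitochondrially encoded genes took 11.5 ± 1.37%, 7.27 ± 1.69% and 9.49 ± 0.207% of summed RPKM at the 3 ages in turn, and haemoglobins 0.860 ± 0.0207%, 0.116 ± 0.0157% and 0.199 ± 0.00683%. Xist, transcribed from the inactive X chromosome of females, ranged from 0.225 to 0.3 RPKM at 1 month, from 1.18 to 2.05 at 9 months and from 0.550 to 0.625 at 26 months, and the Y-linked Ddx3y from 6 to 7.05, from 4.45 to 7.55 and from 12.2 to 12.3. Eif2s3y, also Y-linked, had means of 4.98, 4.19 and 5.01 RPKM. Xist did not overlap between ages, so the sex make-up of the pools may differ with age. Effects of sex cannot be fully told apart from those of age. Some libraries of an age were almost identical: over the most abundant genes, the coefficient of variation was 0.843 to 1.52% between pairs of 26-month libraries, 1.44% between B and C at 1 month and 1.74% between A and C at 9 months, against 5.50 to 8.83% for the other pairs. The p-values below measure only the spread between these libraries, and how much of it is technical is unknown. With near-identical libraries averaged, which leaves 5 samples, p-values are larger: the adjusted p of Crhbp between 26 and 9 months is 0.00132 instead of 6.60e-13.

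The comparison of 26 with 9 months asks how the stria of old mice differs from that of adults. Crhbp, which encodes a binding protein of corticotropin-releasing hormone (chromosome 13, 95431371 to 95444924, GRCm38), had 284 ± 1.15 RPKM at 9 months and 6.70 ± 0.214 RPKM at 26 months, a 41.8-fold decrease (log2 fold change −5.38, limma adjusted p = 6.60e-13). Vmo1, the homolog of an egg vitelline membrane protein (chromosome 11, 70513516 to 70514616), fell from 340 ± 28.9 to 15.3 ± 0.436 RPKM, and Ttr, the carrier of thyroxine and retinol, from 35.7 ± 2.36 to 1.18 ± 0.025 RPKM. In the other direction, Cd14, a receptor for bacterial lipopolysaccharide on myeloid cells (chromosome 18, 36725067 to 36726798), rose 12.1-fold, from 2.21 ± 0.123 to 27.7 ± 0.865 RPKM. The circadian repressor Ciart rose 10.8-fold, from 1.58 ± 0.025 to 18.0 ± 0.307 RPKM, and the galectin Lgals3 from 3.64 ± 0.356 to 22.8 ± 0.717 RPKM. The folds in this paragraph come from the limma fit to log2(RPKM + 0.1), so they lie slightly below the ratios of the mean RPKM.

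**Figure D1:**
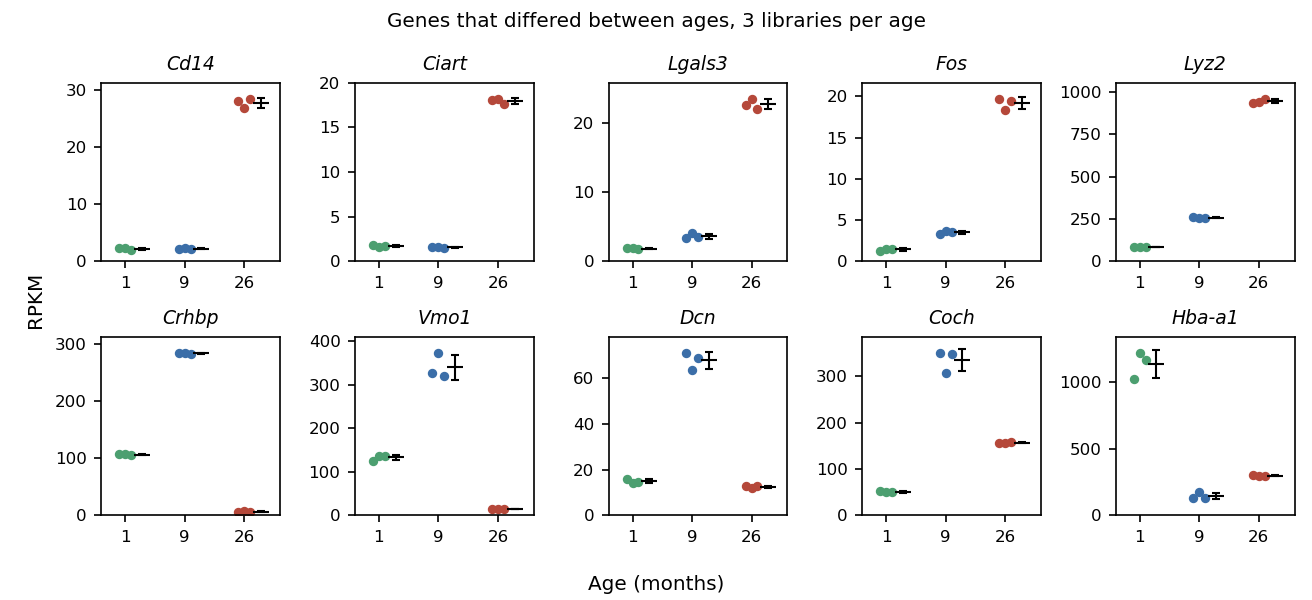
RPKM (vertical axes, linear from 0) against age in months for 10 genes; each point is 1 library and the bar beside the points is the mean ± SD of 3 libraries. Cd14, Ciart, Lgals3, Fos and Lyz2 are highest at 26 months, Crhbp, Vmo1, Dcn and Coch at 9 months, and Hba-a1 at 1 month.

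Of 15806 genes tested, 1159 differed between 26 and 9 months at a limma adjusted p of at most 0.10 and an absolute log2 fold change of at least 1, with 519 higher and 640 lower at 26 months. The excess of lower genes depends on the scaling: the split was 561 higher and 559 lower with quantile normalization, 528 and 591 with median of ratios, 503 and 669 after rescaling without the most abundant genes, and 554 and 573 with the length trend removed. The other strongly raised genes were Egr1, Mt2, Fam189a2, Fos, Plk3, Lrg1 and Junb, with log2 fold changes from 2.08 to 2.48. Fam189a2, for example, rose from 25.7 ± 1.28 to 140 ± 0.506 RPKM, and the metallothionein Mt2 from 25.2 ± 4.96 to 139 ± 5.69 RPKM. The other strongly lowered genes were Fibin, Vapb, Hspa1b, Ceacam16, Efemp1, Dcn and Cndp2, with log2 fold changes from −3.84 to −2.29. Ceacam16 encodes a protein of the tectorial membrane, and its transcript fell from 15.8 to 2.40 RPKM. These 20 genes came from 81 higher and 110 lower ones that met the naming rule, with no overlap between the 6 values, which chance gives in 10% of genes for 3 against 3.

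Of 23 macrophage markers, 6 were higher at 26 months and none lower (camera adjusted p = 5.65e-08, and 0.0220 with an estimated correlation): lysozyme Lyz2 (chromosome 10, 117277331 to 117282321) rose from 258 ± 3.89 to 946 ± 12.6 RPKM, the lysosomal protease Ctss from 23.8 to 62.7 RPKM and Cd68 from 13.7 to 35.7 RPKM, beside Cd14. Cx3cr1 and Ptprc, chosen after their values were seen, rose by log2 1.15 and 1.20. Of 18 antigen presentation genes, the 4 higher ones were Cd74, H2-Ab1, H2-Aa and Psmb8. Cd74 went from 8.53 ± 0.603 to 31.7 ± 0.621 RPKM and H2-Ab1 from 2.32 ± 0.270 to 8.82 ± 0.440 RPKM (camera adjusted p = 6.91e-06 for the list, adjusted p = 0.261 with an estimated correlation). Lymphocyte and plasma cell markers had 7 of 14 members higher, most at low levels: the immunoglobulin light chain Igkc rose from 0.817 to 1.90 RPKM. That list was called by camera (adjusted p = 0.00288), but not with an estimated correlation (adjusted p = 0.0543) or with genes of at least 1 RPKM only (adjusted p = 0.107, where 23 alternatives ranged from 0.000539 to 0.107). Red cell and neutrophil markers had 10 of 16 members higher (camera adjusted p = 1.80e-06, and 0.0249 with an estimated correlation). The neutrophil granule gene Ngp rose from 1.39 to 5.69 RPKM and the haemoglobin gene Hba-a1 from 148 to 299 RPKM, both below their 1-month means of 15.8 and 1139 RPKM. Interferon response genes had 2 of 23 members higher, Ifit1 (5.43 to 15.9 RPKM) and Ifit3 (log2 fold change 1.03), with a camera adjusted p of 0.00895 for the list and an adjusted p = 0.0623 with an estimated correlation.

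Immediate early genes, which respond within minutes to stimulation or to dissociation of tissue, were higher in 10 of 21 cases (camera adjusted p = 5.65e-08, and 0.0420 with an estimated correlation). Fos rose from 3.52 ± 0.175 to 19.2 ± 0.728 RPKM, Egr1 from 4.02 to 22.9 RPKM and Junb from 10.1 to 42.7 RPKM, whereas Klf4 fell from 16.8 ± 0.250 to 5.83 ± 0.247 RPKM. Senescence and secreted factors had 9 of 20 members higher (camera adjusted p = 0.000346, adjusted p = 0.0623 with an estimated correlation). The urokinase receptor gene Plaur rose from 0.250 to 4.39 RPKM and Igfbp3 from 6.37 to 25.9 RPKM. None of the cell cycle inhibitors in that list was called, and Cdkn1a had 89.2 ± 3.31 RPKM at 9 months and 143 ± 1.82 at 26 months (log2 fold change 0.68).

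All 17 markers of the fibrocytes in the spiral ligament, the tissue beside the stria, had log2 fold changes below 0 at 26 against 9 months, and 10 were called lower (median log2 fold change −1.09, camera adjusted p = 9.95e-09, and 0.0152 with an estimated correlation). Coch, mutated in a dominant human deafness (chromosome 12, 51593341 to 51605771), fell from 335 ± 24.1 to 157 ± 1.82 RPKM, the proteoglycan gene Dcn from 67.6 ± 3.76 to 12.5 ± 0.458 RPKM, and Emilin2, Pou3f4 and Col9a2 fell by 1.84, 1.25 and 1.42 on the log2 scale. Collagen and basement membrane genes had 6 of 28 members lower, such as Fn1 (14.9 to 6.34 RPKM) and Hspg2 (log2 fold change −1.60), with a camera adjusted p of 2.01e-06 for the list and an adjusted p = 0.108 with an estimated correlation; 3 of its members are also fibrocyte markers. Basal cells, a layer joined by tight junctions beside the ligament, had 4 of 10 markers lower (camera adjusted p = 0.000318, and 0.0380 with an estimated correlation). These were the connexin 26 gene Gjb2, the claudin Cldn11, Sox8 and, chosen after its values were seen, Nr2f2. Of 18 heat shock and chaperone genes, 5 were lower (camera adjusted p = 9.94e-06, and 0.0220 with an estimated correlation). Hspa1b fell from 63.7 ± 3.72 to 9.13 ± 0.489 RPKM and Dnajb1 from 30.4 to 14.8 RPKM, with Hspa1a, Hsp90aa1 and Hspb1 also lower (the last pair chosen after their values were seen). Hspa1a and Hspa1b are near-identical copies, so the share of reads from each is uncertain.

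Among the channels, pumps and junction proteins that the endocochlear potential depends on, 4 of 20 genes were lower at 26 months and none higher. Among the lower ones, Gjb2 fell from 740 ± 18.8 to 336 ± 1.45 RPKM, Cldn11 from 52.2 ± 2.01 to 25.1 ± 1.1 RPKM and the potassium channel Kcnj16 from 7.75 ± 0.888 to 3.52 ± 0.126 RPKM. The channel of the marginal cell apex was close to its 9-month level, with 170 ± 7.49 and 154 ± 2.25 RPKM for Kcnq1 and 774 ± 18.6 and 688 ± 2.86 RPKM for Kcne1. The cotransporter Slc12a2 had 892 ± 154 and 912 ± 11.5 RPKM, and the intermediate cell channel Kcnj10 had 256 ± 9.98 and 312 ± 1.12 RPKM (log2 fold change 0.29). The pump subunit Atp1b1 and the connexin Gjb6 had log2 fold changes of −0.62 and −0.68, short of the threshold of 1. Gjb2 and Cldn11 are also basal cell markers. Both Gjb2 and Kcnj16 had been called higher at 9 than at 1 month, and no gene of this list was called between 26 and 1 month. As a list these genes were not called (camera adjusted p = 0.109). Over 23 alternatives the adjusted p ranged from 0.0484, without a filter on low values, to 0.142. Transcript levels alone do not show whether the endocochlear potential itself rose or fell.

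**Figure D2:**
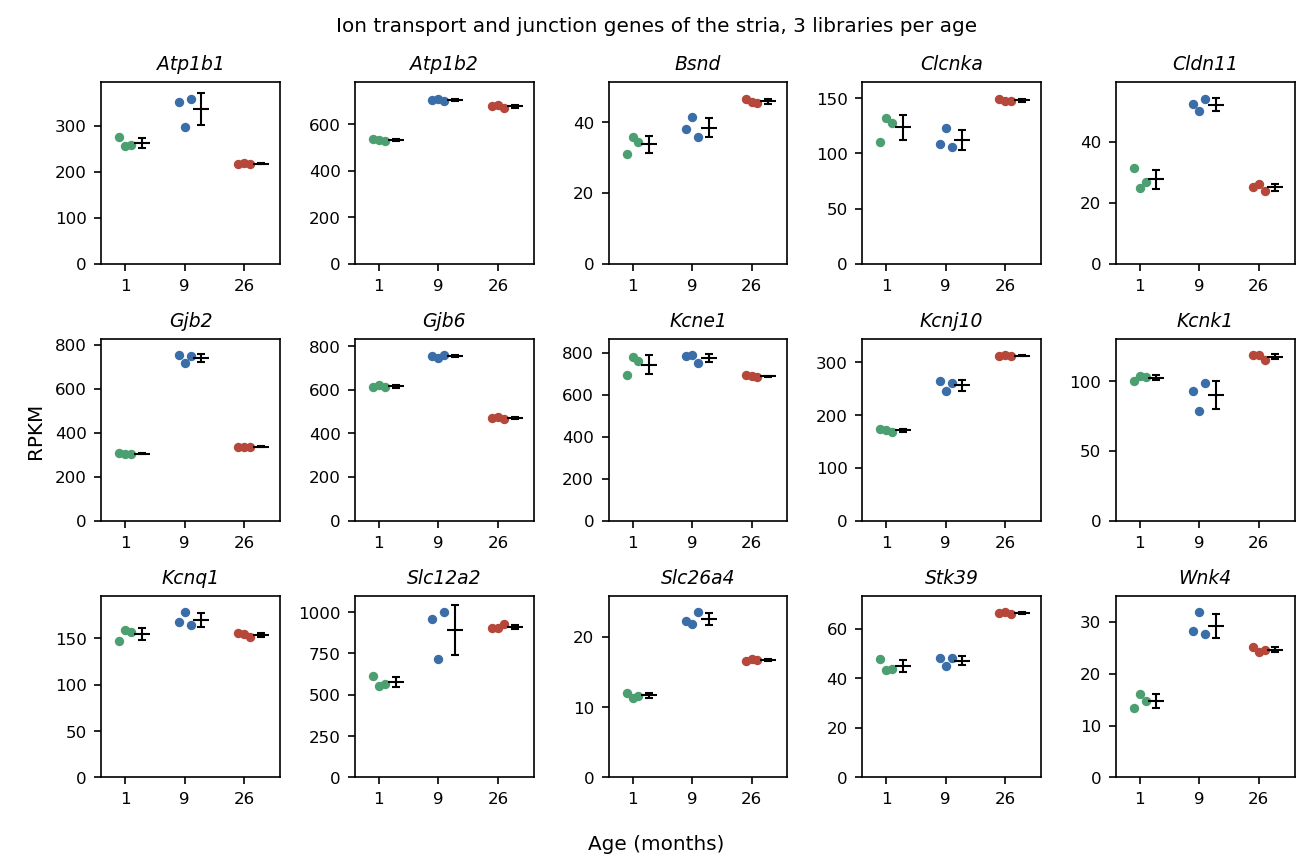
RPKM (vertical axes, linear from 0) against age in months for genes of the endocochlear potential list that have a mean of at least 5 RPKM; points are libraries and bars are the mean ± SD of 3. Gjb2 peaks at 9 months, at 740 RPKM, and Kcnq1 stays between 154 and 170 RPKM at the 3 ages.

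The lists of the other cell types of the cochlea were not called at 26 against 9 months, and some of them held few tested members. Marginal cell markers had 1 of 18 lower, the nuclear receptor Esrrb (38.9 ± 0.797 to 13.7 ± 0.0804 RPKM, list adjusted p = 0.226), and intermediate cell and pigment genes 1 of 19 higher, Pmel (1.26 to 2.62 RPKM, list adjusted p = 0.0936). The 8 tested spindle and root cell markers had Kcnj16 and, chosen after its values were seen, Epyc lower and Fxyd2 higher (list adjusted p = 0.176). Pericyte markers had Notch3 lower (1 of 11, 0.293) and endothelial markers no call (0.174). Hair cell markers had Ocm and, chosen afterwards, Calb2 lower, 2 of the 5 tested, with 11 not tested (0.266). Bone markers had Bglap2 and, chosen afterwards, Ibsp lower (2 of 8, 0.531), and nerve markers Prph higher (1 of 8, 0.378). Complement genes had C1ra lower and, chosen after their values were seen, C1s1 lower, listed at 0 at 26 months, and Cfb and C3ar1 higher (0.0936). Of the genes that the study names as higher in aging inner and outer hair cells, Stk11 (17.1 to 3.78 RPKM), Notch2 and, chosen afterwards, Sox11 were lower here (3 of 35, 0.174). Of those it names as lower in hair cells, 2 of 30 were higher here, among them Jund (66.9 to 181 RPKM, list adjusted p = 0.378). Mt1 and Mt2 were the only antioxidant genes called, both higher (list adjusted p = 0.982, median −0.04, mean 0.08, test down). No gene was called in the nuclear oxidative phosphorylation (0.775), mitochondrially encoded (0.116), autophagy (0.765), DNA repair (0.388), chromatin enzyme (0.960) and cell cycle (0.982) lists, all from camera. The autophagy list had a median of 0.02 and a mean of −0.08 with its test down, and the chromatin enzyme list a median of 0.00, which turned below 0 under 1 rescaling, and a mean of −0.03 with its test up. The mitochondrially encoded list, with a median of 0.35, was called higher without 9-month library C (adjusted p = 0.0302), but lower with a Y-linked covariate (median −0.34, adjusted p = 0.0441), and ranged up to 0.404 over 23 alternatives. The nuclear oxidative phosphorylation list, with a median of −0.09, was called higher with that covariate alone (median 0.06, adjusted p = 0.0129, range up to 0.936).

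With near-identical libraries averaged, 1125 genes differed between 26 and 9 months, of which 1075 were among the 1159. With a pseudocount of 1, Dnajb1, Prph, Pmel, Lcn2, Postn, Notch2, Ocm, Notch3, Kcnj16, Bglap2 and Igkc lost their calls. With a Y-linked covariate Dnajb1, Notch2 and Bglap2 did, with the length trend removed Dnajb1 and Notch2, with quantile normalization Notch2, with array weights Igkc, and after rescaling without the most abundant genes Pmel. Leaving out 9-month library C took Igkc, Ifit3 and Prph just below the fold threshold (0.95, 1.00 and 1.00), and Pmel fell below it without 9-month library A (0.95), without 26-month library A (0.98) and with near-identical libraries averaged (0.99). In all 3 comparisons and all 30 lists, the counts adjusted over the list alone were the same as those adjusted over all genes.

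**Figure D3:**
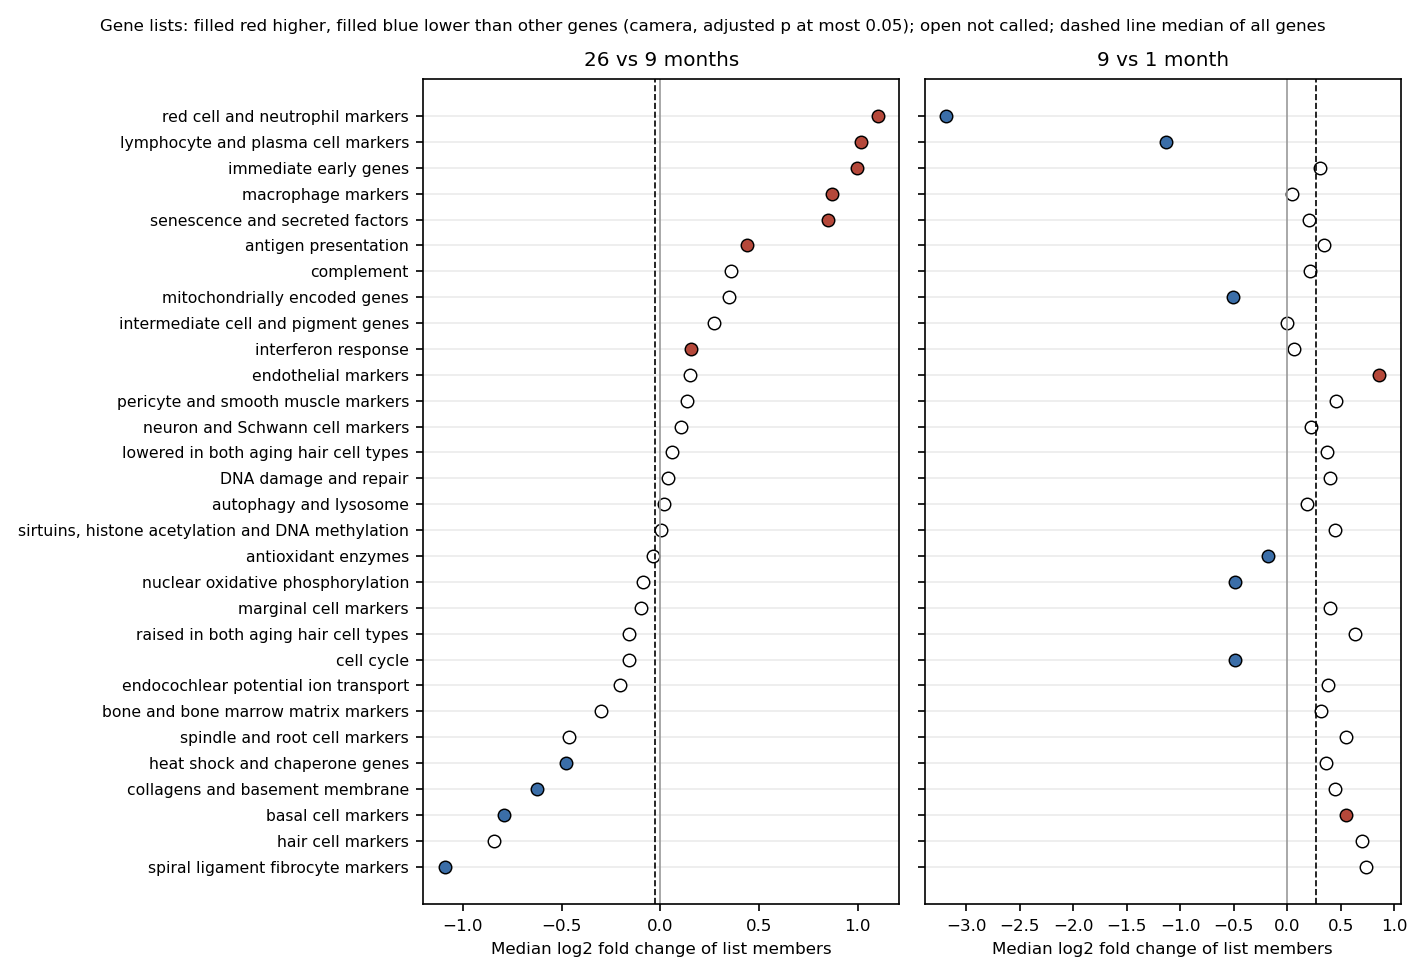
Median log2 fold change of the members of each of the 30 gene lists (horizontal axes) for 26 against 9 months and for 9 against 1 month; filled points were called by camera at an adjusted p of at most 0.05, red higher and blue lower than other genes, and dashed lines mark the median of all genes. Fibrocyte markers lie lowest at 26 against 9 months, at −1.09, and red cell and neutrophil markers lowest at 9 against 1 month, at −3.19.

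The comparison of 9 with 1 month asks how the adult stria differs from that of young mice. The neutrophil gene S100a8 (chromosome 3, 90668978 to 90670035) went from 28.6 ± 3.65 to 2.08 ± 0.588 RPKM, Hbb-bt from 298 ± 15.9 to 22 ± 1.45 RPKM and Hba-a1 from 1139 ± 104 to 148 ± 24.0 RPKM. Among the genes that rose, the borate and proton transporter Slc4a11 (chromosome 2, 130684113 to 130697519) went from 9.42 ± 0.832 to 84.0 ± 3.45 RPKM, the insulin-like growth factor binding protein gene Igfbp5 from 10.8 ± 0.204 to 94.6 ± 3.78 RPKM, Ttr from 3.54 ± 0.439 to 35.7 ± 2.36 RPKM and Coch from 50.5 ± 1.65 to 335 ± 24.1 RPKM.

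In total 1828 genes differed by limma, 1595 higher and 233 lower at 9 months. The median log2 fold change of all genes was 0.27 on the deposited RPKM scale, so part of this excess of higher genes depends on the scaling. With quantile normalization 531 genes were higher and 463 lower, with median of ratios scaling 891 and 343, and after rescaling without the most abundant genes 1604 and 233. The shift followed gene length, with a median of −0.09 in the fifth of genes with the shortest exons and 0.62 in that with the longest. After removal of the length trend 570 genes were higher and 323 lower. Relative to the median of all genes, the log2 fold changes of the named higher genes were 3.03 for Ttr, 2.87 for Slc4a11, 2.85 for Igfbp5, 2.45 for Coch and 1.79 to 1.97 for Rab21, Dcn, Gna12, Efemp1, Sepn1 and Sncg. Those of the named lower genes ran from −4.03 for S100a8 and Hbb-bt to −2.36 for the histone gene Hist1h2ap. S100a9, Ngp, Hba-a2, Hba-a1, Ccdc3, Alas2 and Hbb-bs lay between these values. The rule was met by 315 higher and 23 lower genes. The paired haemoglobin genes are near-identical copies, so the share of each is uncertain. Of the list members named for this comparison, mt-Co3 lost its call without 1-month library A (−0.98) and without 9-month library B (−0.95), and with quantile normalization (−0.19), and also with array weights (−0.92) and the length trend removed (−0.97). Flt1, Eng, Tjp1, Kcnj16, Fn1, Lama5, Lamc1, Notch2, Ep300, Hdac11, Trp53bp1, Ulk1, Ifih1, C1ra, Abcc9, Egr1 and Igf1r lost theirs with the length trend removed, and most of these also with quantile normalization, median of ratios scaling or a pseudocount of 1. Fos lost its call with quantile normalization (0.73) and a pseudocount of 1 (0.88), Pmel and Dmp1 with a pseudocount of 1 (0.70 and 0.98), and Slc24a5 with that pseudocount (−0.94) and with array weights (−0.98).

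All 16 red cell and neutrophil markers were lower at 9 months (median log2 fold change −3.19, camera adjusted p = 1.49e-21, and 0.00328 with an estimated correlation), and 7 of 14 lymphocyte and plasma cell markers were lower with them. Igkc fell from 11.1 ± 0.787 to 0.817 ± 0.265 RPKM and Ighm from 6.82 ± 0.399 to 0.667 ± 0.0878 RPKM, whereas Cd4 and Cd3g, chosen after their values were seen, were higher. The lymphocyte list was called (camera adjusted p = 6.70e-05, and 0.0382 with an estimated correlation), except after removal of the length trend (0.0699, range 6.88e-06 to 0.0699 over 23 alternatives). Cell cycle genes had 7 of 22 members lower (camera adjusted p = 1.21e-05, and 0.0382 with an estimated correlation), all with means below 1 RPKM over the 9 libraries. Rrm2, chosen after its values were seen, fell from 1.74 to 0.383 RPKM, while the replication gene Mcm2 had 2.52 and 3.81 RPKM. With genes of at least 1 RPKM only, that list's median was 0.21 and it was not called (0.234, range from 5.37e-07).

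All 75 nuclear oxidative phosphorylation genes had log2 fold changes below 0 at 9 against 1 month and none reached a log2 fold change of −1. Their median was −0.49, or −0.76 relative to all genes (camera adjusted p = 2.05e-36, adjusted p = 0.0829 with an estimated correlation). Ndufa1 had 996 ± 20.9 RPKM at 1 month and 612 ± 18.9 at 9 months. The list's median stayed below 0 under the other scalings, at −0.33 with quantile normalization and −0.72 with median of ratios. Mitochondrially encoded genes had a median of −0.51 with mt-Co3 called lower, from 14708 ± 1620 to 7041 ± 922 RPKM (camera adjusted p = 0.000145, adjusted p = 0.523 with an estimated correlation). That call was absent with quantile normalization (0.487) and after removal of the length trend (0.233), and 23 alternatives ranged from 5.91e-09 to 0.487. Antioxidant enzymes had a median of −0.18 and no called member, with Sod2 at 107 and 76.7 RPKM and Gpx1 at 183 and 117 RPKM (camera adjusted p = 6.26e-06, adjusted p = 0.0580 with an estimated correlation).

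Of 16 endothelial markers, 5 were higher at 9 months: Cdh5 (0.792 to 3.14 RPKM), Flt1 (1.57 to 3.48 RPKM), Eng (6.81 to 16.4 RPKM) and, chosen after their values were seen, Vwf and Slco1a4. The list's median was 0.58 relative to all genes (camera adjusted p = 0.0161, adjusted p = 0.232 with an estimated correlation). Without 9-month library B its adjusted p was 0.0674, and with array weights 0.0898, in a range from 0.00170 to 0.0898. Of 10 basal cell markers, Gjb2 (305 ± 3.63 to 740 ± 18.8 RPKM) and Tjp1 (4.48 to 12.9 RPKM) were higher (camera adjusted p = 0.0412, adjusted p = 0.189 with an estimated correlation). That call was lost without 9-month library B (0.0878) and under 5 further alternatives with adjusted p from 0.0632 to 0.0988, in a range from 0.00291.

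Of the 20 endocochlear potential genes, 4 were higher at 9 than at 1 month and none lower. Among the higher ones, Gjb2 rose from 305 ± 3.63 to 740 ± 18.8 RPKM, Kcnj16 from 3.32 to 7.75 RPKM and Kcnk2, chosen after its values were seen, from 0.1 to 0.317 RPKM. The list itself was not called (camera adjusted p = 0.0511). It was called without 1-month library B (0.0427), without 9-month library C (0.0405), with quantile normalization (7.17e-05), with a pseudocount of 1 (0.0466), without a filter on low values (0.0296) and with a Y-linked covariate (0.0281), and 23 alternatives reached up to 0.188. Fibrocyte markers had 6 of 17 higher and Col1a1, chosen after its values were seen, lower. That list was not called (0.230) except with quantile normalization (0.00892) or the length trend removed (0.00691), in a range up to 0.320. Heat shock genes had 3 of 18 higher, with Hspa1b going from 15.2 to 63.7 RPKM, and were called only with quantile normalization (0.000116, against 0.230 as deposited and up to 0.473).

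The remaining lists were not called by camera at 9 against 1 month. In the stria, the higher genes were Wnk2 among 18 marginal cell markers (list adjusted p = 0.230), Pmel, Mitf and Kit among 19 intermediate cell genes, where Slc24a5 was lower (0.333), and Kcnj16 among 8 spindle and root cell markers (0.275). In other cell types, Rgs5, Abcc9 and Notch3 were higher among 11 pericyte markers (0.504), Lyz2 (84.2 to 258 RPKM) higher and Pf4 lower among 23 macrophage markers (0.230), and Espn higher among 5 hair cell markers (0.361). Ibsp, Dmp1 and Mepe were higher and Bglap lower among 8 bone markers (0.587), and none of 8 nerve markers was called (0.928). Among immune and stress genes, Ifih1 was higher of 23 interferon genes (0.0908), C1ra, C1s1, Cfb and Cfd of 18 complement genes (0.896), Igfbp5, Cdkn2b and Mmp12 of 20 senescence genes (0.295), Fos, Fosl2, Egr1, Atf3 and Klf4 of 21 immediate early genes (0.392), and none of 18 antigen presentation genes (0.732). Of 28 collagen and basement membrane genes, Lama5, Lamc1, Fn1, Hspg2 and Postn were higher and Col1a1 and Sparc lower (0.525). Trp53bp1, Ogg1 and Mgmt were higher of 37 DNA repair genes (0.230), Sirt1, Hdac7, Hdac11, Ep300 and Taf1 of 32 chromatin enzymes (0.230), and Ulk1 of 30 autophagy genes (0.835). Of the genes raised in aging hair cells, 8 of 35 were higher at 9 than at 1 month (0.145). Of all 15806 genes tested, 1595 were higher at this step. The study compared hair cells of 26 and 9 months, and between those ages 0 of the 35 were higher here and 3 lower. Of 30 genes lowered in aging hair cells, Sirt1, Espn and Ush1g were higher at 9 than at 1 month (0.835). Mitf, Kit, Pf4, Espn, Ibsp, Mepe, C1s1, Cfb, Cfd, Cdkn2b, Mmp12, Fosl2, Col1a1, Ogg1, Mgmt, Hdac7, Taf1 and Ush1g were chosen after their values were seen.

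For the same comparison of 9 with 1 month, the interferon, macrophage, senescence, intermediate, bone, lowered hair cell, autophagy and nerve lists had medians above 0 with their test, which compares them with other genes, down. The medians of the autophagy, complement, interferon, intermediate, macrophage and pericyte lists changed sign under another scaling or touched 0. Quantile normalization alone called the marginal (0.00250, range to 0.694), interferon (0.0246, range to 0.153), and spindle and root (0.0439, range to 0.390) lists. Leaving out the filter on low values called DNA repair (0.0431, range to 0.757) and the raised hair cell list (0.0265, range to 0.266), and removing the length trend called autophagy lower (0.0351, range to 0.969).

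The comparison of 26 with 1 month spans the whole age range. Egr1 (chromosome 18, 34859823 to 34864984) rose from 1.56 ± 0.252 to 22.9 ± 0.368 RPKM, Fam189a2 from 10.7 ± 0.499 to 140 ± 0.506 RPKM and Lyz2 from 84.2 ± 1.21 to 946 ± 12.6 RPKM. Crhbp fell from 106 ± 0.873 to 6.70 ± 0.214 RPKM and Ccdc3 from 52.6 ± 1.54 to 5.42 ± 0.298 RPKM. By limma 1967 genes differed, 1571 higher and 396 lower at 26 months, with a median log2 fold change of all genes of 0.24. The split was 802 and 742 with quantile normalization, 1006 and 613 with median of ratios, 1507 and 406 after rescaling without the most abundant genes, and 824 and 555 with the length trend removed. Relative to the median of all genes, the named higher genes ran from 3.56 for Egr1 through Fam189a2, Fos, Cd14, Lgals3, Lyz2, Mbd2, Ciart and Gna12 to 2.79 for Ybx3. The named lower genes ran from −4.21 for Crhbp through Ccdc3, Vmo1, Hbb-bt, Hist1h2ap, S100a8, Ceacam16, Hbb-bs and S100a9 to −2.51 for Fibin. The rule was met by 361 higher and 77 lower genes. Among list members, Col11a2 fell below the fold threshold without 1-month library A (0.94), without 26-month library C (1.00) and under 6 further alternatives. Pdgfrb, Abcc9, C4b and Ercc5 did so with quantile normalization, with the length trend removed and with a pseudocount of 1. Ercc5 also did with a Y-linked covariate (0.91), as did Hspb1 (−0.78), Atp5g3 (−0.97), Gpx2 (−0.95) and Ifi27l2a (−0.84). Quantile normalization took Hspb1 (−0.91), Higd1b (0.95), Best1 (0.85) and Prph (0.87) below the threshold, and a pseudocount of 1 took Prph (0.93), Best1 (0.72) and Dmp1 (0.68). With median of ratios scaling Pdgfrb, Ercc5 and C4b lost their calls (0.86, 0.83 and 0.98). With near-identical libraries averaged, mt-Nd3 was not called (adjusted p = 0.139).

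Blood markers were lower at 26 months than at 1 month, in 13 of 16 red cell and neutrophil genes (median −2.11, camera adjusted p = 1.61e-11, and 0.0192 with an estimated correlation). Another 13 lists were called by camera, none of which held with an estimated correlation. Among the lower ones, oxidative phosphorylation genes had 73 of 75 members below 0 and a median of −0.57 (adjusted p = 6.99e-28, adjusted p = 0.0895 with an estimated correlation), with Atp5g3 (307 ± 15.2 to 140 ± 2.69 RPKM) and Atp5k called. Cell cycle genes had 9 of 22 lower (0.000215, then 0.0804). Of 29 antioxidant genes, Mt1 and Mt2 were higher and Gpx2 lower (0.000515, then 0.0895), and of 17 fibrocyte markers, Coch and Col11a2 were higher and Col1a1, Col1a2, Col3a1 and Lum lower (0.00129, then 0.0804). Lower too were heat shock genes with Hspb1 called (0.00424, then 0.0895), mitochondrially encoded genes with mt-Nd3 called (0.0291, then 0.590) and collagens with 6 of 28 called (0.0291, then 0.473). Among the higher ones, immediate early genes had 12 of 21 members called (3.00e-05, then 0.0895), endothelial markers 6 of 16 (0.000307, then 0.0895), macrophage markers 8 of 23 with Pf4 lower (0.00715, then 0.110) and senescence genes 12 of 20 (0.0185, then 0.202). Cd74, H2-Ab1, H2-Aa, H2-Eb1 and Psmb8 were higher of 18 antigen presentation genes (0.00633, then 0.513), and Rad50, Ercc5, Atr and Mgmt of 37 DNA repair genes (0.0219, then 0.206). Atp5k, Col1a1, Col1a2, Col3a1, Lum, Pf4, H2-Eb1, Atr and Mgmt were chosen after their values were seen.

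Several of these calls from 1 to 26 months were lost under some alternatives. With genes of at least 1 RPKM only, cell cycle (0.463, range from 8.49e-06), collagens (0.397, range from 0.000110) and senescence (0.146, range from 0.000226) were not called, and senescence was not with array weights either (0.0503), while the medians of cell cycle and collagens turned above 0 (0.07 and 0.21). Collagens also had a median of 0.02 without 26-month library B, while still called lower, and were not called with a Y-linked covariate (0.110). With quantile normalization, heat shock (0.240, range from 0.000715), DNA repair (0.231, range from 0.00452) and mitochondrially encoded genes (0.949, range from 1.68e-10) were not, and the median of the last reached 0. Mitochondrially encoded genes were also not called without 1-month library A (0.12), with median of ratios scaling (0.0602) or with the length trend removed (0.820), nor were DNA repair genes with the last pair (0.0533 and 0.142). Endocochlear potential genes had no call in either direction (0 of 20, 0.517), although quantile normalization called the list (0.0393, range to 0.999). Calls were gained for pericyte markers without a filter on low values (0.0451), with a Y-linked covariate (0.0408) and with the length trend removed (0.0263), for lymphocyte and plasma cell markers with genes of at least 1 RPKM only (0.0431), and for autophagy genes, lower, with the length trend removed (0.0315).

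Camera called none of the other lists from 1 to 26 months, although many of their members were called in some of them. None was called among basal (list adjusted p = 0.0898) and marginal cell markers (0.902). Pdgfrb, Abcc9, Myh11 and Higd1b were higher among pericyte markers (0.108), Pmel, Mitf and Kit among intermediate cell genes (0.931), 2 of 8 nerve markers, Prph among them (0.902), and Espn among hair cell markers (0.517). Fxyd2 was higher and Epyc lower among spindle and root cell markers (0.931), and Dmp1 and Mepe were higher and Bglap and Bglap2 lower among bone markers (0.419). Of 14 lymphocyte and plasma cell markers, the T cell genes Cd3e, Cd3d, Cd3g, Cd4 and Trbc2 were higher and 6 others lower (0.108). Ifit1, Ifit2, Zbp1 and Ifih1 were higher and Ifi27l2a lower among interferon genes (0.517), and C4b, Cfb, Cfd and C5ar1 higher and C1s1 lower among complement genes (0.478). Rb1cc1 was higher among autophagy genes (0.419), as were 6 of 32 chromatin enzymes (0.179). Of the genes raised in aging hair cells, Mgmt and Best1 were higher and Sox11 lower (0.397), and of those lowered, Sirt1, Jund, Espn and Ush1g were higher (0.547). Myh11, Mitf, Kit, Espn, Mepe, the 5 T cell genes, Zbp1, Cfb, Cfd, C5ar1, C1s1, Rb1cc1, Mgmt, Sox11 and Ush1g were chosen after their values were seen. The medians of the autophagy, bone, and spindle and root lists were above 0 with their test down, and these and the intermediate list turned below 0 under another scaling.

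Over the 3 ages together, 13641 of 15806 genes differed by the limma F-test at an adjusted p of at most 0.10. The steps from 1 to 9 and from 9 to 26 months often ran in opposite directions. Coch, Slc4a11, Dcn, Crhbp, Vmo1, Gjb2 and Hspa1b were among 334 genes called higher at 9 than at 1 month and lower at 26 than at 9 months, where 64.6 would be shared by independent lists. Another 48 genes, such as S100a8, Ngp and Igkc, were lower and then higher (7.7 for independent lists). Lyz2, Fos, Egr1 and Fam189a2 were among 46 genes higher at both steps (52.4), and 3 genes were lower at both (9.4). Both steps share the 9-month libraries, so noise in those 3 libraries adds to the opposite pairs. In 50 simulations without an age effect the mean number of genes was 0 in each pattern. Their noise was drawn independently for each library from the small spread within an age. They could therefore not show a shift shared by the 9-month libraries, and they do not decide how the opposite pairs arose. How much the shared noise adds among genes that do change was not measured.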

Values the study reported

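In stria vascularis cells the study reports 15,094 genes expressed above a background of 0.1 RPKM at 9 months and 15,082 at 26 months. It reports 3,042 genes as differentially expressed at 26 months, with 1,674 down and 1,368 up, at an absolute log2 fold change of at least 1 and a false discovery rate of at most 0.10. Of the top genes that changed in aging hair cells, the study reports that 22 changed in a similar way in these cells. The study also measured the endocochlear potential and reports it as higher at 26 months than at 9 months. It proposes loss of outer hair cells as the likely reason and concludes that the function of the stria was not reduced. Its account of library preparation describes 2 biological replicates, each with 2 technical repeats, for every cell type and age, and its account of hair cell collection describes 3 biological replicates.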

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

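Averaging near-identical libraries and removing the length trend were chosen after the result was seen; the other alternatives were planned. The count of changed genes moved most with the treatment of small values and small changes. With a pseudocount of 1 it was 311 for 26 against 9 months, 453 for 9 against 1 month and 564 for 26 against 1 month, since a larger pseudocount shrinks the fold changes of genes at low RPKM, and with a pseudocount of 0.01 it was 1758 for 26 against 9 months. With genes of at least 1 RPKM only, which tests fewer genes, it was 639, 1218 and 1255 in the same order. Without a fold threshold it was 9923, 11394 and 11674, and 4401, 8515 and 7751 with near-identical libraries averaged as well, which leaves 5 samples and assumes that the lone 26-month sample varies like the others. For 9 against 1 month, quantile normalization gave 994 and removal of the length trend 893; both take out part of the shift of all genes between these ages. Leaving out 1 library gave 1158 to 1237 genes for 26 against 9 months, 1763 to 2121 for 9 against 1 month, where the highest was without 9-month library B, and 1968 to 2009 for 26 against 1 month, and 13156 to 14133 genes over the 3 ages. With near-identical libraries averaged the F-test called 9973. All other alternatives stayed within 1.5 times the count as reported. No named gene with a call, as reported or under the alternative, reversed its direction, and sign changes of genes without a call were not counted. The excess of lower genes at 26 against 9 months turned with quantile normalization, to 561 higher and 559 lower. With a covariate for the Y-linked genes, 2 list tests reversed for 26 against 9 months: mitochondrially encoded genes had a median log2 fold change of −0.34 and nuclear oxidative phosphorylation genes of 0.059, and the cause was not tested. That covariate is partly bound to age, since Ddx3y had 12.2 to 12.3 RPKM at 26 months and 4.45 to 7.55 at 9 months. With the letter of the library as a block, 1162, 1828 and 1969 genes were called; the letters did not pair the libraries, since deviations of equal letters correlated over genes at only −0.05 to 0.23. For named genes, 6021 of the comparisons with alternatives other than a left-out library were the same, 252 gained and 137 lost the call, and with a library left out 3576 were the same, 21 gained and 12 lost it. For gene lists these numbers were 1279, 20 and 46, and 804, 3 and 3. Runs as replicates could not be tested, since the table holds no value per run. The depth is unknown, so what it limits could not be measured; genes near 0.1 RPKM rest on values rounded to steps of 0.025.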

Other observations

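The tests of macrophage markers and of the share of the most abundant genes were chosen only after the result was seen, and the length matching and the circadian gene sets were set up after a length trend and the rise of Ciart had been seen, but before their own values.

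Dbp, an output gene of the clock, went from 6.87 ± 0.236 RPKM at 9 months to 16.9 ± 0.0289 at 26 months (SD, n = 3 libraries; log2 fold change 1.28), and Npas2, an activator in antiphase to it, from 1.27 to 0.533 RPKM (log2 fold change −1.11). Both were called by limma. Arntl, the partner of Clock, had 6.67 and 3.89 RPKM, and Nr1d1 39.0 and 60.6 RPKM, below the fold threshold. From 1 to 9 months, the output genes had a median log2 fold change of 0.31 and the antiphase genes of 1.06, both above 0.

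Among fibrocyte markers with a mean of at least 5 RPKM, 10 of 10 were lower at 26 than at 9 months and 9 had their highest mean at 9 months. Otos had 29.6 ± 1.78, 107 ± 10 and 45.0 ± 1.60 RPKM at 1, 9 and 26 months, and Coch 50.5, 335 and 157 RPKM. Apod was the exception, with 1160, 994 and 680 RPKM. The source of this difference was not resolved.

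The authors' deposited table, at an adjusted p of at most 0.10, an absolute log2 fold change of at least 1 and a mean above 0.1 RPKM, holds 1206 genes for 26 against 9 months, 465 higher and 741 lower at 26 months. Of the 1159 genes called here 864, or 74.5%, were in it with the same direction. For 9 against 1 month it holds 2065 genes, 1516 of them called here in the same direction, and for 26 against 1 month 1989 and 1535. The deposited p-value lay below the value from 3 libraries per age for 94.8% of genes at 26 against 9 months. For 100% of genes it was at or above the smallest value that 12 values per age would allow.

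The limma fit called 1159 genes at 26 against 9 months, with more lower than higher, although quantile normalization gave 561 higher and 559 lower. The study counts more genes than this, and more than the 1206 that its deposited table holds at the thresholds it states. The difference from the study's count was not resolved. The study's count also has more lower than higher genes, although the study describes the numbers as similar. Here the direction of the excess depends on the scaling.

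Macrophage markers had a median log2 fold change of 0.87 from 9 to 26 months. Red cell and neutrophil markers rose too (median 1.1), so more blood may account for part of this. From 1 to 26 months these blood markers had −2.11 and macrophage markers 0.86. That argues against blood as the whole cause only if the blood cells were of the same kinds at each age, which was not tested. A lower share of strial cells would raise the markers of all other types alike, but the lowest median of 4 other types was −1.09, the highest 0.15, and 1 type was called lower. A higher number of macrophages per pool may account for the rise, since the surface and cytoskeletal markers Csf1r, Cx3cr1, Adgre1, Aif1 and Ptprc had a median of 0.87 and a lowest value of 0.15, with 2 of 5 called; these 5 belong to the list in which the rise was seen. Expression per macrophage and a biological effect of age stay open in bulk values, and the study's methods describe collection of chosen cells by pipette, a step that macrophages would have had to pass.

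Nuclear oxidative phosphorylation genes, whose exons have a median of 1756 bases against 3943 for all genes, had a median log2 fold change of −0.49 from 1 to 9 months, and the fifth of genes with the shortest exons had a median of −0.09 where all genes had 0.27. Random lists matched on exon length had a median of 0.034, with 95% between −0.10 and 0.18, and lists matched on length and mean RPKM had −0.19, with 95% between −0.24 and −0.13. The list lay below both ranges, and level and length together may account for part of its fall. Random lists hold unrelated genes, whereas members of this list vary together (camera adjusted p = 0.0829 with an estimated correlation). The ranges are therefore too narrow for this list, and these properties as the whole cause stay open. A growing share of abundant transcripts would lower the others, but mitochondrial genes fell from 11.5 to 7.27% of summed RPKM and the 10 most abundant genes from 24.1 to 20.7%, which argues against it as the cause. RNA quality and a biological effect of age were not tested.

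The 9 clock output genes that peak with Ciart had a median log2 fold change of 0.59 from 9 to 26 months, with 1 of 9 called and Hlf below 0 at −0.08. The 4 antiphase genes had −0.49, with 1 of 4 called and Nfil3 above 0 at 0.02, and no set test was run. A different time of day of tissue collection may account for these medians. A change of the clock with age predicts the same and stays open, since the labels give no collection time.

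Other splits of the libraries were fitted in the same way. Over the 3 ages, 1 of 100 splits, the real one, gave as many genes by the F-test (13641, highest other 7816). This does not exclude chance, since near-identical libraries may come from 1 pool, and after averaging them 5 samples allow only 15 splits. Between pairs of ages, the 10 splits of 6 libraries are too few for a share under 0.05: for 26 against 9 months the real split, 1 of the 10, gave 1159 genes and the highest other 0, for 9 against 1 month 1828 and 0, and for 26 against 1 month 1967 and 1.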
